A study of Mus musculus with 6 samples. Its data were reported in "Sequential deregulation of histone marks, chromatin accessibility and gene expression in response to PROTAC-induced degradation of ASH2L" (2023).

How the data were processed

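Nascent RNA was measured by Click-iT sequencing in iMEF cells, immortalised mouse embryo fibroblasts whose endogenous Ash2l had been inactivated and which depended on FKBP-HA2-ASH2L, a tagged human ASH2L. The compound dTAG-13 ties the FKBP tag to a ubiquitin ligase and so removes the protein. The labels describe 6 samples in 3 groups of 2: untreated cells, cells treated for 4 h and cells treated for 8 h. Groups were taken from the treatment given in each sample's labels. Nothing in the labels says that the 2 samples of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

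According to the methods of the study, the cells took up an ethynyl-modified nucleoside, labelled RNA was biotinylated and captured, and reads were trimmed with Trim Galore, aligned with STAR and assigned to genes with featureCounts on the mm10 assembly with the GENCODE M25 annotation. Counts were scaled with ERCC spike-in RNA, synthetic transcripts whose amount was set by cell number per the labels, and compared with DESeq2. The submitters' processing notes name BWA, SAMtools, MACS2, deepTools, DESeq2 and the mm10 build for the whole project, without versions. The labels name a stranded total RNA library kit and the methods a 3′ mRNA kit, and which was used was not settled here. Whether counting used strand is not given in the sources used here, so antisense genes and genes that overlap others are uncertain.

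The tables used here hold 1 comparison each, 4 h or 8 h of dTAG-13 against untreated cells, with no column for a single sample. The signal column is the mean over the 4 libraries of a comparison of counts divided by the authors' size factors, as deposited. The log2 fold changes were deposited in a shrunken form, with most values drawn close to 0, and the standard error deposited beside each is that of the shrunken value. Each deposited p-value is that of the unshrunken comparison, and each deposited q-value is its Benjamini-Hochberg adjustment after an expression filter. The methods of the study do not describe this filter, and the lowest mean with a q was 8.16 at 4 h and 10.1 at 8 h. A gene was called changed when the authors' q was below 0.05, and these calls are the main result. The separate lists of calls held 40 and 48 genes at 4 h and 80 and 124 genes at 8 h, all of which were found in the tables of all genes. Their values matched within a relative 1e-06 except for 1 fold change. No ERCC transcript was among the genes used here.

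The tables state no read total for any sample. To learn how the values had been scaled, whole numbers were sought whose scaled mean over 4 libraries gives the deposited mean. A solution without negative numbers was found for 23783 of 23783 genes with a mean above 0, within a relative 2e-14. Of the means under 7.9, 6511 of 6511 in the 4 h table and 6555 of 6555 in the 8 h table had a single solution within 1e-10. The pair of libraries found in both tables had equal numbers in 4329 of 4329 such genes. The tables' own comparisons place these libraries by group, since the untreated samples are the pair in both tables, but not by replicate number. The numbers of some libraries had gaps such as scaling before rounding leaves, so they were not treated as read counts and entered no test between groups. Their sums were 15783046 and 11142016 for the untreated pair, 18322187 and 26660769 for the pair in the 4 h table only, and 37509138 and 26338415 for the pair in the 8 h table only. Given the gaps these sums are not read totals, and they ran with the groups. In simulated data of 20666 genes for both tables, 99.7% of the genes were recovered exactly.

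For tests across genes, z was the normal quantile of the deposited p with the sign of the deposited log2 fold change. The difference between 8 h and 4 h was tested from (z at 8 h minus z at 4 h), with the variance taken as the sum of both variances. This ignores the shared untreated libraries and is conservative, and it sets standardised effects against each other, which assumes similar standard errors at both times. Overlap and correlation between the times were set beside 200 simulations of unchanged groups against shared controls. For the overlap, the top genes of each simulated comparison were also taken, as many per direction as were called, a step added after the overlap was seen. Simulated groups used seed 1. The test of gene lists was limma's cameraPR on z with a preset correlation between genes of 0.01, over genes with a mean of at least 10, with Benjamini-Hochberg adjustment over 52 tests. An estimated correlation needs values per library and was not computed here, so results with a preset correlation of 0.05 are given beside it.

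Before the data were examined, 26 gene lists, the tests, the alternatives and the rule for named genes were fixed. The rule named, per comparison, the 10 largest increases and the 10 largest decreases in log2 fold change among called genes with a mean of at least 100. It also named genes called at both times (up to 20), up to 4 called members per list and time, and always Ash2l, Wdr5, Rbbp5, Dpy30, Egr1, Il7, Nrf1 and Ppbp. Called genes with a mean under 100 were otherwise only counted. The design foresaw a count test for tables with counts per library, and the comparison columns were used as foreseen for tables without them.

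Alternatives were a q of 0.01 and 0.1, a minimum absolute log2 fold change of 0.58, no expression filter, a mean of at least 10, 100 or 1000, median centring, an empirical null in which z was divided by its robust spread, the halved variance that shared controls imply for the difference, rank-based list tests, and 10000 random lists matched on mean. Other normalisations and tests on counts, leaving out a sample and a block for replicate number were not run: the tables have no column per sample, and the numbers behind the means are probably scaled in part and carry no replicate number.

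The steps were first tested on simulated data. Among 15225 genes as at 4 h, 64.5% of the genes shifted by a z of 4 were called and 100% of those shifted by 6. Among 15196 genes as at 8 h, the shares were 69.5% and 99.5%. With no difference between the times, 0.544% of 14530 genes had an unadjusted p below 0.05 with the main variance and 4.89% with the halved variance.

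Coordinates are those of GENCODE M21 on GRCm38, the assembly also called mm10. Of 55401 gene identifiers in the tables, 55141 (99.5%) were in that annotation. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. The tables of other assays of the study were not analysed here.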

Results

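To find out how soon transcription responds to the loss of ASH2L, newly made RNA was captured from iMEF cells before and after dTAG-13 treatment. ASH2L is a core subunit of the COMPASS/KMT2 complexes, which methylate lysine 4 of histone H3 at promoters. The data comprised 6 samples in 3 groups of 2: untreated cells, cells after 4 h of dTAG-13 and cells after 8 h. The deposited tables give, per gene, 1 mean normalised read count over the 4 libraries of a comparison, a shrunken log2 fold change with its posterior standard error, a p and a q. Read totals per sample were not stated, and the mean normalised count is given as the depth behind each value. Whole numbers recovered from these means, which in some libraries had probably been scaled and are not read totals, summed to 15783046 and 11142016 in the untreated libraries, 18322187 and 26660769 at 4 h and 37509138 and 26338415 at 8 h. The untreated libraries had the lowest sums, but an order of partly scaled numbers does not establish a difference in depth.

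After 4 h of dTAG-13 the labelled RNA of few genes differed from that of untreated cells. In the authors' deposited table, 88 of 15225 genes with a q (0.578%) passed q below 0.05, 40 higher and 48 lower. Among called genes with a mean of at least 100, the largest increase was in Shq1, which encodes an assembly factor of H/ACA ribonucleoproteins. Labelled Shq1 RNA was 3.84-fold higher in the authors' deposited table (log2 fold change 1.94, posterior standard error 0.43, q = 0.00203, mean normalised count 139). Shq1 (ENSMUSG00000035378) lies on chromosome 6 from 100568256 to 100671157. Ccdc191 (ENSMUSG00000022701, chromosome 16, 43889800 to 43964314) rose 3.37-fold in the authors' deposited table (log2 fold change 1.75, posterior standard error 0.39, q = 0.00203). The antisense gene Gm10558 was listed at a log2 fold change of 1.73 in the authors' deposited table, but reads of an overlapping gene cannot be told apart from its own if strand was not used in counting.

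The other large increases at 4 h in the authors' deposited table were Ccdc152 (1.53 on the log2 scale), Rab23 (1.51), a small GTPase that restrains Hedgehog signalling, and Csf2ra (0.91), a subunit of the GM-CSF receptor. They were followed in the authors' deposited table by Dpagt1 (0.87), which starts the synthesis of N-linked glycans, the SNARE protein gene Stx3 (0.86), the FGF receptor adaptor gene Frs2 (0.73) and Mrpl14 (0.50), a mitochondrial ribosomal protein gene. Posterior standard errors of these genes lay between 0.17 and 0.45 and q between 0.00884 and 0.0283 in the authors' deposited table.

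Among the decreases at 4 h, Zbtb25 (ENSMUSG00000056459, chromosome 12, 76347782 to 76369602) was 2.64-fold lower in the authors' deposited table (log2 fold change -1.40, posterior standard error 0.43, q = 0.0184, mean normalised count 138). The lowest q of a named decrease belonged to Chmp6, a component of the ESCRT-III membrane machinery, at 1.91-fold lower in the authors' deposited table (log2 fold change -0.93, posterior standard error 0.24, q = 0.00725). Chmp6 (ENSMUSG00000025371) lies on chromosome 11 from 119913441 to 119919548. The authors' deposited table also listed lower log2 values for Nt5c2 (-1.38), a cytosolic nucleotidase, the kinase gene Melk (-1.27), and Xrcc1 (-0.86), a scaffold of DNA single-strand break repair. Smaller decreases in the authors' deposited table were those of Dda1 (-0.80), the mitochondrial dehydrogenase gene Aldh6a1 (-0.79), Ncstn (-0.71), which encodes the gamma-secretase subunit nicastrin, Dcaf13 (-0.59) and Ckap2 (-0.57), a spindle-associated protein gene. The highest q among these named decreases was 0.0426 in the authors' deposited table.

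Of the 88 calls at 4 h, 33 had a mean normalised count of at least 100 (16 higher, 17 lower) and 55 a lower mean (24 higher, 31 lower). In the authors' deposited table all 31 low-mean decreases had shrunken log2 fold changes above -0.1, while 19 of the 24 low-mean increases were above 5, so sizes of change were read only for genes with higher means. The count rests on the theoretical spread of the test statistic: with an empirical null, 2 genes stayed called at 4 h, both higher. These were Shq1 and Ccdc191, and no other change named at 4 h stayed called.

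After 8 h of dTAG-13 more genes passed the same threshold, though still a small share of those tested. In the authors' deposited table, 204 of 15196 genes with a q (1.34%) were called, 80 higher and 124 lower. Among called genes with a mean of at least 100, the largest decrease was in Tlr2, a receptor for bacterial lipoproteins. Labelled Tlr2 RNA was 6.21-fold lower in the authors' deposited table (log2 fold change -2.63, posterior standard error 0.54, q = 0.000247, mean normalised count 144). Tlr2 (ENSMUSG00000027995) lies on chromosome 3 from 83836272 to 83841767. Rbm19, required for processing of ribosomal RNA, rose 3.26-fold (log2 fold change 1.71, posterior standard error 0.36, q = 0.000247) in the authors' deposited table. Rbm19 (ENSMUSG00000029594) lies on chromosome 5 from 120116465 to 120198981. The mitochondrial ribosomal protein gene Mrpl46 (ENSMUSG00000030612, chromosome 7, 78775236 to 78783531) rose 2.21-fold (log2 fold change 1.14, posterior standard error 0.24, q = 0.000247) in the authors' deposited table.

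Among genes with a mean of at least 100, the increase listed highest at 8 h in the authors' deposited table was that of Ttc12 (1.95 on the log2 scale), ahead of Shq1 (1.84), 2700097O09Rik (1.5) and Rab23 (1.26). Selenoo (1.24), a selenoprotein gene, Sik1 (1.23), a salt-inducible kinase gene, Klc2 (1.11), a kinesin light chain gene, and Tmem44 (0.92) completed the named increases in the authors' deposited table. Their q lay between 0.00157 and 0.0468 in the authors' deposited table, and their posterior standard errors between 0.38 and 0.48.

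Decreases after 8 h in the authors' deposited table included Cdca5 (-2.08), which encodes the cohesion factor sororin, Vps13c (-2.03), a lipid transfer protein gene, and the helicase genes Dhx35 (-1.75) and Ddx39 (-1.18). Mal2 (-1.55), the zinc finger gene Zfp944 (-1.35), the phosphoinositide phosphatase gene Mtmr1 (-1.35), Anks1 (-1.29) and Bend3 (-1.26) were also lower in the authors' deposited table. Posterior standard errors of these genes ran from 0.29 to 0.58 and q from 0.000867 to 0.0455 in the authors' deposited table.

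Of the 204 calls at 8 h, 123 had a mean normalised count of at least 100 (54 higher, 69 lower) and 81 a lower mean (26 higher, 55 lower). Of the 55 low-mean decreases in the authors' deposited table, 51 had shrunken log2 fold changes above -0.1 and 3 were below -5, and 25 of the 26 low-mean increases were above 5. With an empirical null, 7 genes stayed called at 8 h, 2 higher and 5 lower. Of the changes named at 8 h, only those of Tlr2, Rbm19 and Mrpl46 were among them.

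**Figure D1:**
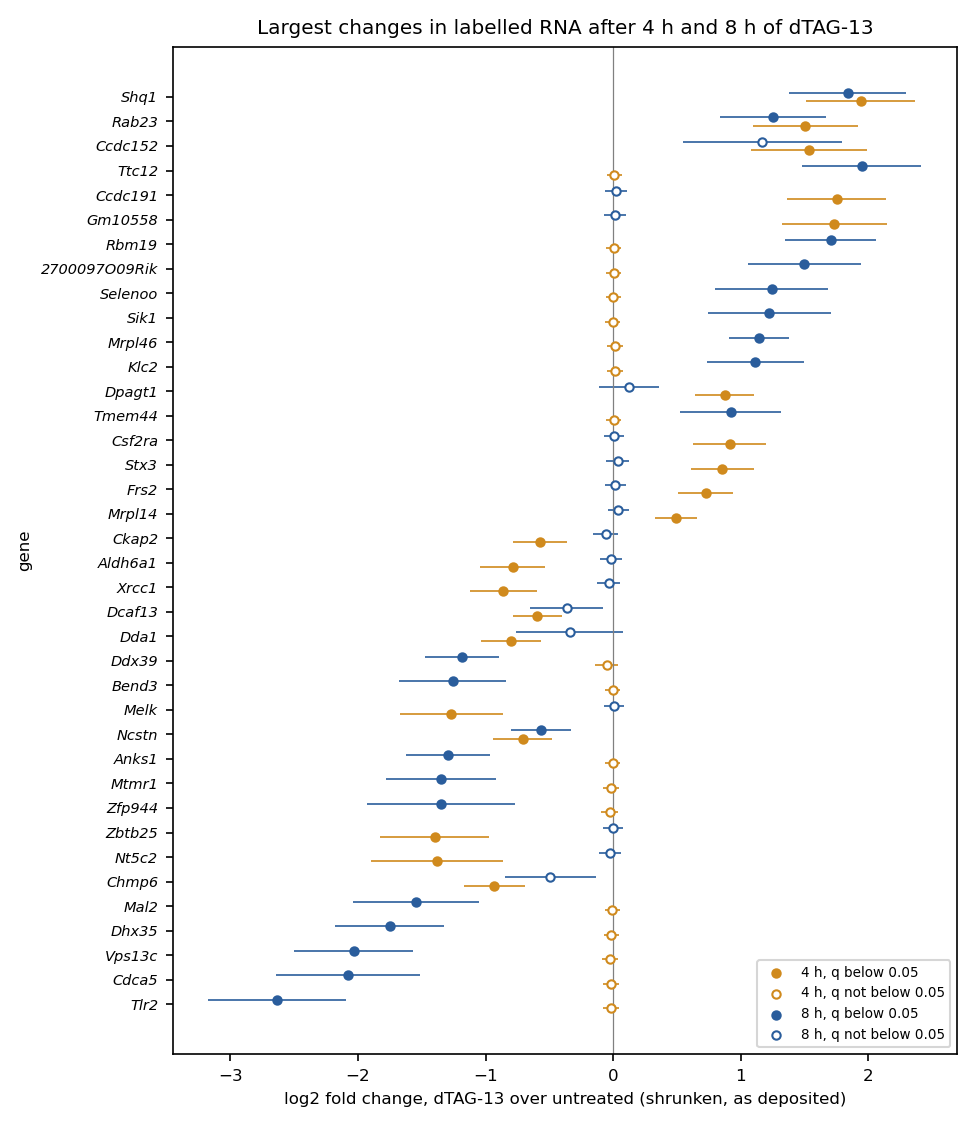
Deposited shrunken log2 fold change (x axis, log2 units, dTAG-13 over untreated) of the genes, with a mean of at least 100, that had the largest called changes at 4 h (orange) or 8 h (blue), 1 gene per line. Bars are posterior standard errors and filled points have q below 0.05: Shq1 lies to the right at both times (1.94 and 1.84), and Tlr2 lies at -2.63 at 8 h, with its 4 h value, not called, shrunk to -0.01 (adjusted p of the difference between times 0.118 with halved variance).

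The comparisons with untreated cells at 4 h and 8 h were then set against each other. According to q in the authors' deposited tables, 14 genes were called at both times, 6 higher and 8 lower, and 0 were called in opposite directions. Those with a mean of at least 100 were Shq1, Rab23 and Nudt4 among the increases and Ncstn, Cap1 and Rpl22l1 among the decreases. Nudt4, which encodes a phosphohydrolase of diphosphoinositol polyphosphates, stood at log2 fold changes of 0.48 and 0.54 in the authors' deposited tables. Cap1, an actin regulator, stood at -0.43 and -0.47, Ncstn at -0.71 and -0.56, and Rpl22l1, a ribosomal protein gene, at -0.56 and -0.65 in the authors' deposited tables. The low-mean genes called at both times were Gm9958, Gm42686 and Gm49703, all higher, and Cd48, Dok7, Gm15133, Gm37363 and Gm6064, all lower. Gm15133 is annotated as antisense and Gm6064 as a processed pseudogene, so their read assignment is uncertain.

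For lists of this length, the overlap lay within what shared controls alone can give. It therefore does not tell changes common to both times from the effect of shared controls. In 200 simulations of unchanged groups against shared untreated libraries, the top genes of each time, in lists as long as those called, shared 11.6 genes on average (4 to 25), a comparison added after the overlap was seen. At q below 0.05 such groups shared 0 genes, as they gave almost no calls, and independent lists would share 0.566 genes among the 14530 tested at both times (0.157 higher, 0.410 lower). Of the genes called only at 4 h, 93.2% had the same sign at 8 h (95.2% in the simulated lists), and of those called only at 8 h, 90.5% had the same sign at 4 h (94.0% in the simulated lists). Across 9573 genes with a mean of at least 100, log2 fold changes at the times correlated with r = 0.27 (covariance 0.00291), against 0.13 (covariance 0.000421) in simulated unchanged groups. Simulated log2 values used each gene's observed ratio of shrunken change to z. Shrinkage ties that ratio to z, so the simulated 0.13 is not the value that shared controls alone would give for shrunken changes. On z the correlation was 0.52 (covariance 0.78), against 0.50 (covariance 0.50) in simulated unchanged groups. Genes are not independent replicates. The direct test of 8 h against 4 h, a normal test on the difference of z with Benjamini-Hochberg adjustment, called 0 of 14530 genes (365 with an unadjusted p below 0.05, lowest adjusted p = 0.923). With the halved variance that a shared control implies, 48 genes were called, 18 higher and 30 lower at 8 h, and with an empirical null on top, an alternative added after the data were seen, 5 (1 higher, 4 lower). Among the named genes, those called with the halved variance alone were Rbm19, Mrpl46 and Sik1, higher at 8 h than at 4 h, Melk and Zbtb25, called lower at 4 h and with log2 fold changes of 0.00 at 8 h in the authors' deposited tables, and Anks1, lower at 8 h.

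The inactivated endogenous Ash2l gene and the genes of the ASH2L partners Wdr5, Rbbp5 and Dpy30 were not called at either time. The human construct that encodes the targeted protein was not analysed separately here. Whether some of its reads were assigned to mouse Ash2l was not tested. Mouse Ash2l (ENSMUSG00000031575, chromosome 8, 25815996 to 25847694) had log2 fold changes of 0.03 (posterior standard error 0.07, q = 0.663) and 0.07 (posterior standard error 0.11, q = 0.458) in the authors' deposited tables. These values do not check the treatment labels, because dTAG-13 acts on the protein made from that construct. For Wdr5 the authors' deposited tables gave -0.01 (q = 0.915) and -0.05 (q = 0.657), for Rbbp5 0.00 (q = 0.995) and -0.01 (q = 0.953), and for Dpy30 0.01 (q = 0.995) and -0.04 (q = 0.788). The immediate early gene Egr1, with mean normalised counts of 5671 and 6490, had log2 fold changes of -0.00 (q = 0.998) and -0.04 (q = 0.859) in the authors' deposited tables. Nrf1 stood at -0.01 (q = 0.829) and -0.04 (q = 0.664) in the authors' deposited tables. The cytokine gene Il7 and the chemokine gene Ppbp had low mean normalised counts, 36.6 and 20.7 at 4 h and 55.4 and 12.4 at 8 h, and q of 0.973 and 0.947 at 4 h and 0.999 for each at 8 h in the authors' deposited tables. Of 19 measured COMPASS and KMT2 complex subunits, 0 were called at 4 h or at 8 h. Adjusted over the list alone, 1 was higher at 4 h, and 1 was higher and 1 lower at 8 h.

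Over all genes with a mean of at least 100, the median log2 fold change was -0.000112 at 4 h (interquartile range -0.01 to 0.01, 9573 genes) and -9.14e-05 at 8 h (-0.02 to 0.02, 9977 genes) in the authors' deposited tables. The size factors behind the deposited means equalled those computed from the genes themselves to within 0.0243%, so a change in the total amount of labelled RNA cannot be read from these medians.

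Of 26 gene lists tested at both times, 1 passed, that of the cytosolic ribosomal proteins, which was shifted down at both times. At 4 h the median z of its 82 members was -0.539, with 57 members below 0 (limma cameraPR, adjusted p = 0.0149). At 8 h the median z was -0.904, with 59 members below 0 (limma cameraPR, adjusted p = 4.15e-05). With a preset correlation of 0.05 between genes in place of 0.01, the adjusted p was 0.978 at 4 h and 0.161 at 8 h, so neither call was kept. Of the 82 members, 1 was called lower at 4 h, Rpl22l1. At 8 h 5 were called lower and 1 higher, and adjusted over the list alone 15 were lower and 1 higher (1 lower at 4 h). In the authors' deposited table at 8 h, Rps23 was listed at -0.34 (q = 0.0117), Rpl32 at -0.23 (q = 0.0119) and Rpl22l1 at -0.65 (q = 0.00794). Rpl22, the paralogue of Rpl22l1, was the member called higher, at 0.18 (q = 0.021) in the authors' deposited table. Rps4x and Rpl23, also called lower, were named after their values were seen. Ribosomal protein genes have many near-identical processed pseudogenes, so the assignment of their reads is uncertain. Pseudogenes whose symbol is that of a ribosomal protein gene followed by -ps had a median z of 0.0636 at 4 h and 0.342 at 8 h. Ribosomal protein pseudogenes under other symbols were not searched for.

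**Figure D2:**
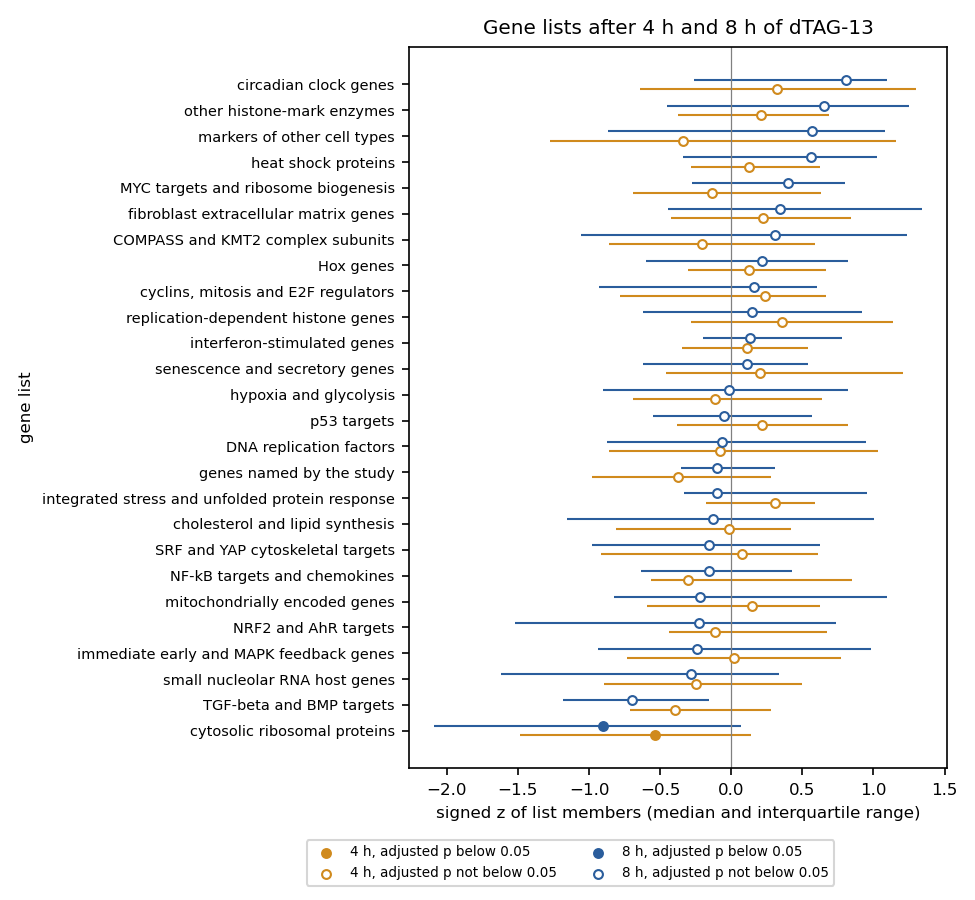
Median (points) and interquartile range (bars) of the signed z of the members of each gene list (x axis, z units, no dimension) at 4 h (orange) and 8 h (blue), 1 list per line. Filled points have an adjusted p below 0.05, which only the cytosolic ribosomal proteins reached, at -0.539 and -0.904, and no longer reached with a preset correlation of 0.05 (adjusted p 0.978 and 0.161).

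The other 25 lists did not pass at either time, and 18 of all 26 had no called member at 4 h or 8 h. The lowest adjusted p among the other lists was 0.644, for the TGF-beta and BMP targets at 8 h (median z -0.700, 15 of 19 members below 0, unadjusted p = 0.0371). Among lists of growth and division, the median z at 4 h and 8 h was 0.238 and 0.157 for cyclins, mitosis and E2F regulators, -0.0815 and -0.0650 for DNA replication factors, and -0.136 and 0.402 for MYC targets and ribosome biogenesis. It was 0.219 and -0.0487 for p53 targets, 0.202 and 0.108 for senescence and secretory genes, and 0.0208 and -0.243 for immediate early and MAPK feedback genes. None of the members of these lists was called in the authors' deposited tables.

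Among lists of stress and signalling, the median z at 4 h and 8 h was 0.113 and 0.131 for interferon-stimulated genes, -0.301 and -0.159 for NF-kB targets and chemokines, 0.307 and -0.0983 for the integrated stress and unfolded protein response, and 0.121 and 0.564 for heat shock proteins. It was -0.114 and -0.225 for NRF2 and AhR targets, 0.320 and 0.807 for circadian clock genes, 0.0726 and -0.156 for SRF and YAP cytoskeletal targets, and -0.399 at 4 h for TGF-beta and BMP targets. No member of these lists was called. In the hypoxia and glycolysis list (-0.117 and -0.0135), the glycolytic enzyme gene Tpi1 was called at 4 h, at 0.32 (q = 0.0296) in the authors' deposited table. In the cholesterol and lipid synthesis list (-0.0189 and -0.131), Nsdhl, a sterol synthesis enzyme gene, was called at 8 h, at -0.69 (q = 0.0345) in the authors' deposited table.

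Chromatin lists had median z values at 4 h and 8 h of -0.207 and 0.308 for COMPASS and KMT2 complex subunits and 0.206 and 0.651 for other histone-mark enzymes, with no called member. Among replication-dependent histone genes (0.356 and 0.145), H4c1 was called lower at 4 h (q = 0.0242, mean 20.5) in the authors' deposited table. Hox genes stood at 0.126 and 0.214, and Hoxc6 was called higher at 8 h (q = 0.0125, mean 31.1) in the authors' deposited table. Mitochondrially encoded genes stood at 0.145 and -0.219, and the 12S ribosomal RNA gene mt-Rnr1, the called gene with the highest mean, was at 0.14 at 8 h (q = 0.0259) in the authors' deposited table. Fibroblast extracellular matrix genes stood at 0.221 and 0.343, and the thrombospondin gene Thbs1 was called at 8 h, at -0.15 (q = 0.0125) in the authors' deposited table. Small nucleolar RNA host genes stood at -0.250 and -0.285 and genes named by the study, a list the study chose itself, at -0.374 and -0.0983, with no called member. Markers of other cell types stood at -0.342 and 0.569, and the macrophage marker Adgre1 was called lower at 8 h (q = 0.0359, mean 68.4) in the authors' deposited table.

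Adjusted over the list alone, further members passed at 4 h in other histone-mark enzymes (1 higher, 1 lower), DNA replication factors (2 lower) and replication-dependent histone genes (1 higher). At 8 h, adjusted over the list alone, they did so in senescence and secretory genes (1 higher, 1 lower), NF-kB targets (1 higher), the stress response list (1 higher), heat shock proteins (1 lower), NRF2 and AhR targets (2 lower) and markers of other cell types (2 lower, Adgre1 among them).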

Values the study reported

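From a titration of lysates, the study estimated that less than 1% of the fusion protein was left 1 h after dTAG-13 was added. Nascent RNA was labelled from 3 to 5 h and from 7 to 9 h after dTAG-13. By 24 h, the expression of over 3000 genes had changed in total RNA. The study identified 6444 sites bound by the fusion protein and H3K4me3 at 25,431 sites, of which 18,791 were associated with promoters. It counted 499 promoters with a fast loss of H3K4me3, within 2 h, and 788 with a slow loss, at 16 h.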

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

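The combination of halved variance and empirical null was added after the results were seen, and the halved variance itself was fixed before.

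The effects at 8 h and 4 h differed in 48 genes when the variance of the difference was halved, as shared untreated libraries imply. The adjusted p of the difference was 0.0104 for Rbm19, 0.0454 for Mrpl46 and 0.0243 for Sik1, all higher at 8 h than at 4 h. It was 0.0154 for Melk and 0.0188 for Zbtb25, which were called lower at 4 h and had log2 fold changes of 0.00 at 8 h in the authors' deposited tables, and 0.0127 for Anks1, lower at 8 h. The conservative test, with the sum of both variances, called 0 genes, and the halved variance with an empirical null called 5. The test sets standardised effects against each other, and values per library, which would give a direct contrast of 8 h with 4 h, were not used here.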

How the results depend on the processing

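Among the alternative settings of this section, only the combination of halved variance and empirical null was added after the data were seen. The simulated lists of equal length for the overlap, given above, were also added after it was seen. No paired analysis was possible because the columns of the tables carry no replicate numbers. Other normalisations and tests on counts and leaving out single samples were not run: the tables have no column per sample, and the numbers recovered from the means are probably scaled in part and carry no replicate number.

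The number of calls at 4 h (88) and 8 h (204) depended most on the assumed spread of the test statistic. With an empirical null it was 2 and 7, where z over genes with a mean of at least 100 had a robust spread of 1.14 and 1.21. A q of 0.01 gave 14 and 49 and a q of 0.1 gave 165 and 364. A minimum absolute log2 fold change of 0.58 gave 42 and 92 and moved the share of increases from 45.5% to 78.6% at 4 h and from 39.2% to 56.5% at 8 h, since shrinkage left most low-mean decreases near 0. Testing only genes with a mean of at least 100 gave 25 and 112. Counts stayed within 1.5 times without a filter (66 and 136), with a mean of at least 10 (90 and 204) and after median centring (90 and 204).

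For 8 h against 4 h, the main test called 0 genes, also after median centring, the halved variance 48 and the halved variance with an empirical null 5. The overlap of 14 genes became 30 at a q of 0.1 at both times and 6 for genes with a mean of at least 100. The correlation of 0.27 became 0.45 for genes with a mean of at least 1000 and 0.52 on z, where simulated unchanged groups gave 0.50. The median log2 fold change stayed between -0.00102 and 7.9e-05 in every setting tried. For gene lists, a preset correlation of 0.05 left 0 of 2 calls (adjusted p of the ribosomal list 0.978 and 0.161), while the same 2 calls were kept by the rank-based test, with a mean of at least 100, after median centring and against random lists matched on mean (adjusted p 0.0260 and 0.0104). The cause of these differences was not tested beyond what the settings themselves show. Whether depth limits the calls among genes with low means was not tested.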

Other observations

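The test of annotated pseudogenes among low-mean calls, the search for the scale of the whole numbers behind the means and the count of zeros by group were chosen only after the results were seen.

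At 8 h, 22 of 30 MYC targets and ribosome biogenesis genes had a z above 0, but the list did not pass (limma cameraPR, adjusted p = 0.968). Circadian clock genes had 12 of 17 members above 0 and other histone-mark enzymes 17 of 26, neither past its test (adjusted p = 0.968 for both, limma cameraPR). Against random lists matched on mean, these 2 lists had unadjusted p of 0.0196 and 0.017 and an adjusted p of 0.255.

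Calls with a mean under 100 came to 136 over both times. By annotation, 83 were protein-coding genes, 20 were loci still to be tested for a transcript, 15 were antisense genes and 4 were long intergenic RNAs.

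The first pattern weighed is the median change near 0 at both times. The size factors implied by the deposited means equalled median-of-ratios factors computed from the genes to within 0.0243%, so a change in the total amount of labelled RNA would have been removed from the fold changes. Values from 1 to 30 were absent from the whole numbers of some libraries, a pattern that scaling before rounding may leave. In the order of the sums given above, 0 and 11 were absent at 4 h, 4 and 10 at 8 h, and 0 and 2 in untreated cells. In a search over scales, 99.8% of the lower values of the 4 h library with 11 absent lay on a grid of scale 1.56 (64.2% by chance). For the 8 h library with 10 absent, 99.9% lay on a scale of 1.46 (68.6% by chance). The other libraries with gaps had scales of 1.15 at 8 h and 1.05 in untreated cells. An earlier spike-in scaling could thus have been cancelled by the later one. Whether total labelled RNA changed stays open in these tables.

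The second pattern is the large share of calls among genes with a mean under 100. In 21.3% of these calls (29 of 136) a single library held over 75% of the normalised count. That share lies between the bounds set for the explanation, so single libraries and a true difference cannot be told apart for these genes. In 117 of 136 exactly 2 of the 4 libraries were at 0, the untreated pair for 44 increases and the treated pair for 73 decreases. Among uncalled genes of like mean, a single library held over 75% in 1.52% at 4 h and 3.50% at 8 h, against 23.6% and 19.8% of calls. Exactly 2 libraries were at 0 in 348 of 7165 uncalled genes over both times, in 297 of them 1 library of each pair. Called genes thus differed from uncalled ones in both measures. The call itself selects for zeros in 1 group at such means, so these contrasts do not tell single libraries from a true difference. A difference in depth was not tested and stays open, as the untreated libraries had the lowest sums of the whole numbers (15783046 and 11142016), which are not read totals. Annotated pseudogenes made up 4.41% of these calls (6 of 136) against 12% among uncalled genes of like mean, so the calls were not enriched in them. This test counted only calls that are annotated pseudogenes themselves. It cannot decide whether the other called genes share reads with near-identical copies, and that explanation stays open.

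The third pattern is the lower labelled RNA of ribosomal protein genes at 8 h, a shift of the list in which 76 of 82 members were not called. It did not pass with a preset correlation of 0.05 (limma cameraPR, adjusted p = 0.161). Transcript length and GC content as the whole cause are argued against only as far as broad bins resolve them. Of 10000 random lists matched on bins of mean, length and GC, 0% had a median z as low (0.16% at 4 h). Differences within a bin were not matched, and random lists ignore correlation between members. Reads assigned to processed pseudogenes in place of the genes may contribute. Ribosomal protein pseudogenes were found only by symbol, that of a ribosomal protein gene followed by -ps. Those so named had a median z of 0.342 at 8 h, with 71 of 115 above 0 (exact sign test, p = 0.00748). All other processed pseudogenes had a median z of 0.0399, with 325 of 613 above 0. Ribosomal protein pseudogenes under other symbols, if any, are among these, so the contrast is not clean. The sign test treats pseudogenes as independent, though they were measured in the same libraries and can share reads, so its p overstates the evidence. The summed means of the pseudogenes found by symbol were 5.22% of those of the genes. The treatment itself, chance in the shared untreated libraries and correlation between these genes stay open.

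A fold change in the deposited list of increases at 4 h differed from the table of all genes, and this gene was chosen after its values were seen. Slc1a1 had a log2 fold change of 33.7 in the list and 7.0 in the authors' deposited table of all genes, and 33.7 is also the mean normalised count of another gene, Gm24924. The value of the full table was used.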
